A study of Homo sapiens with 6 samples. Its data were reported in "EZH2 inhibition in multiple myeloma downregulates myeloma associated oncogenes and upregulates microRNAs with potential tumor suppressor functions" (2016).

How the data were processed

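INA-6 cells treated with UNC1999 or with the inactive compound UNC2400 were profiled on Affymetrix arrays of human transcripts, 3 arrays per group. The labels name UNC2400 as the control of these arrays, whereas the text of the study names the solvent DMSO, and the groups follow the labels. The labels call the arrays of a group biological replicates and give each a number that both groups share. The series description says that the compounds were compared within each biological replicate, but no label says whether a number marks a shared culture or day, and the study names a moderated t-test for the arrays without saying whether it was paired. The fit, chosen before the data were examined, has no term for pairs.

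The values are log2 expression values as deposited by the authors, 1 per transcript cluster and array, already summarised and normalized across arrays but not centred per gene. The study states that GeneSpring was used. The methods of summarisation, normalization and background correction, and the genome build, are not given in the sources used here. The table held 65529 rows, and clusters outside it were not analysed here. It may not be the whole array, since it holds 1120 junction identifiers but 0 probe region identifiers of chromosomes 21 and 22. Its row identifiers have the form of junction and probe region identifiers, but the values behaved as 1 value per transcript cluster, and rows set against the gene table of the study matched in value and in gene name, so each row is taken as a cluster and named through the probe annotation. Of the 65529 clusters, 23129 had exactly 1 gene symbol, 1221 had several and 41179 had none in that annotation. Of the single symbols, 20515 were current in the RefSeq gene table of assembly GRCh38, 2540 were updated through a synonym and 74 fit no single gene there and were kept as given. A cluster with several symbols stood for no gene in the lists or in the naming rule. The table held 0 columns of other samples.

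A gene on several clusters (473 genes) was represented by the cluster with the highest mean over all 6 arrays, which left 21921 genes. No gene had called clusters in opposite directions. Some of these genes, among them RING1, TAP2 and the HLA genes, lie in the MHC region, of which the array carries several alternative versions. Histone, HLA and pseudogene clusters can share signal with close copies.

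Differential expression was tested with limma (version 3.58.1 in R 4.3.3), using lmFit and eBayes on the log2 values of all 65529 clusters, group as the only term, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. All SEs, intervals and adjusted p of single genes come from this fit. A second count used the thresholds of the study, an unadjusted p of at most 0.02 and a fold of at least 1.5. Log2 values near the background compress folds, so a change of a dim gene is understated. Arrays give no read depth, and their number, 3 per group, limits the precision.

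Gene lists, 34 in all, were fixed before the data were examined, among them 4 lists of markers of other cell types. Part of the gene table of the study had been read by then, so lists with members seen there, and the lists of genes the study names, are not independent of these samples. Of 810 genes listed, 724 had a cluster of their own. The others had no cluster, shared one with another gene, or, as for 4 aminoacyl-tRNA synthetases (SARS, GARS, MARS and QARS), were on a cluster whose older symbol fits several current genes, and were left out of the lists. Lists were tested on 1 cluster per gene with camera (limma, preset inter-gene correlation of 0.01, Benjamini-Hochberg over the 34 lists), again with an estimated correlation, and with fry. Members were counted past the adjusted p over all clusters and adjusted over the list alone. The median of each list was also ranked among 10000 random lists matched on mean level.

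Genes were named by a rule fixed beforehand. It took the 12 largest rises and 12 largest falls among genes with an adjusted p below 0.05, the same sign in 3 of 3 equally numbered pairs, a single symbol and a mean in the higher group above the median of all clusters. It added the 10 genes the study names, and for each list up to 4 members with the smallest p in the direction of the list and up to 2 against it. Genes outside this rule appear only in the closing section and are said to be chosen after their values were seen. The exceptions are shared clusters given with the PRC1, nucleolar, ribosomal protein and microRNA host lists, likewise chosen after their values were seen.

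The fit was tested on simulated arrays of 65529 clusters with the means and spreads of these arrays, in which 200 genes brighter than the median cluster were changed. It recovered 97% of genes changed 1.5-fold and 99% of genes changed 2-fold, and 9 unchanged clusters were called (4.39% of the calls). Of 100 random lists of unchanged genes, camera with the preset correlation called 0, and the estimated correlation was not tried. The simulated genes varied independently, so this does not test lists of genes that vary together.

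Alternatives recomputed for the counts of all clusters, the 34 lists and the genes of the naming rule were the replicate number as a block, quantile normalization, median centring, cyclic loess, leaving out clusters with a mean below the 40th percentile, testing only clusters with 1 symbol, eBayes with trend and robust, array weights and each array left out in turn. The counts were also taken at a stricter fold of 2 or adjusted p of 0.01, the lists with the other set tests, and lists and genes with the mean of all clusters of a gene. Counts per gene, the lists added after seeing the data and EZH2 less ACTB were not recomputed under them, apart from the set tests. Cyclic loess and counts limited to named clusters were added after seeing the data. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.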

Results

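Gene expression was measured in INA-6, an established human multiple myeloma (MM) cell line, with 1 array for each of 6 cultures. In 3 of them the cells received UNC1999, an inhibitor of EZH2, and in the other 3 they received UNC2400, the inactive control compound. EZH2 is the catalytic subunit of Polycomb repressive complex 2 (PRC2), which places the repressive H3K27me3 mark on histone H3. The labels give 1 μM of compound for 120 hours in every culture, with reagents refreshed at 72 hours and seeding at 100000 cells per mL, so that the compounds are compared at a matched dose and time. They describe the 3 arrays of a group as separate biological replicates. The deposited table held 65529 transcript clusters for each array, and the median log2 value was between 4.83 and 4.86 on all 6 arrays.

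Arrays of the same group correlated more closely (Pearson r across clusters between 0.9943 and 0.9977) than arrays of different groups (between 0.9855 and 0.988). The first principal component held 67.8% of the variance and separated the groups, with scores from -22.8 to -21.3 for UNC1999 and from 20.7 to 23.6 for UNC2400. The second held 13.3% and set UNC1999 replicate 3 (score -19) apart from UNC1999 replicates 1 and 2 (12.4 and 7.13). No pair of arrays held identical values, and the number of arrays limits the precision of every value below.

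The comparison of UNC1999 with UNC2400 asks which transcripts change when EZH2 is inhibited. The largest rise was that of CCL2, a chemokine that attracts monocytes. Its log2 value was 10.03 ± 0.33 (SD, n = 3) with UNC1999 and 5.52 ± 0.09 (SD, n = 3) with UNC2400, a 22.8-fold difference (adjusted p = 0.000576). The largest fall was that of SLAMF7, a surface glycoprotein of plasma cells, from 8.28 ± 0.10 with UNC2400 to 5.84 ± 0.14 with UNC1999 (SD, n = 3 each), a 5.43-fold difference with the same adjusted p of 0.000576. Camera with a preset correlation placed the lists of plasma cell identity, endoplasmic reticulum, amino acid supply and tRNA charging genes lower than other genes, and the mitotic, DNA replication and interferon-stimulated lists higher. None of these list calls held with an estimated correlation (adjusted p from 0.246 to 0.742). That setting was not tried on simulated lists with a known shift, so the loss does not show that the lists stayed level. In all, 6154 clusters passed an adjusted p of 0.05 in limma, of which 3273 were higher and 2881 lower with UNC1999. This balance turned without UNC2400 replicate 2 (2224 higher and 2679 lower) and with cyclic loess, an alternative added after seeing the data (3011 higher and 3428 lower). A fold of at least 1.5 was reached by 419 of the higher and 582 of the lower clusters.

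At the thresholds of the study, an unadjusted p of at most 0.02 and a fold of at least 1.5, there were 1072 clusters, 453 higher and 619 lower with UNC1999. Clusters with no gene symbol made up 473 of them, clusters with several symbols 57 and clusters with exactly 1 symbol 542. Counted once per gene, 3611 of 21921 genes passed the adjusted p, with 2007 higher and 1604 lower. Leaving out 1 array took the count of clusters at the adjusted threshold to 2914 without UNC1999 replicate 2, 3559 without UNC1999 replicate 1 and 3674 without UNC2400 replicate 1, but to 6513 without UNC1999 replicate 3, while the count at the thresholds of the study stayed between 976 and 1127 whichever array was left out.

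Besides CCL2, the 12 largest rises among genes brighter than the median cluster in 1 of the groups were those of the mitochondrial reductase MTARC2 (3.69-fold), the receptor tyrosine kinase KIT (3.39-fold), LGALS14 (3.21-fold), DOCK10 (3.16-fold), ID3 (3.14-fold), the cluster of the small nucleolar RNA SNORA80E (2.98-fold), the cluster annotated with the microRNA gene MIR3143 (2.95-fold), SSBP3 (2.81-fold), MYOF (2.76-fold), IFI6 (2.72-fold) and ALOX5AP (2.65-fold), the last encoding a protein needed for leukotriene synthesis. Adjusted p lay between 0.000453 for SSBP3 and 0.0344 for SNORA80E. The call of SNORA80E was the only one of these lost with 1 array left out (adjusted p up to 0.117). Signals of KIT, DOCK10, MYOF and MTARC2 with UNC2400 were between 4.68 and 4.86 on the log2 scale, close to the array median, where folds are compressed.

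The 12 largest falls were those of SLAMF7, the muscle AMP deaminase AMPD1 (3.55-fold), DENND2C (3.35-fold), CTH (3.31-fold), an enzyme of cysteine synthesis, TXNDC11 (3.2-fold), P4HA1 (3.18-fold), a subunit of collagen prolyl hydroxylase, ALDH1L2 (3.16-fold), a mitochondrial folate enzyme, CREB3L2 (3.15-fold), EDEM1 (3.06-fold), PSAT1 (3.04-fold), an enzyme of serine synthesis, TXNDC5 (3.04-fold), a protein disulfide isomerase of the endoplasmic reticulum, and FKBP14 (2.99-fold). Adjusted p lay between 0.000576 and 0.00195 for these 12 genes. AMPD1 was at 4.85 with UNC1999, close to the array median, so that its fold is compressed as well. All 24 genes changed in the same direction in 3 of 3 pairs of equally numbered arrays, which the rule for naming them required.

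**Figure D1:**
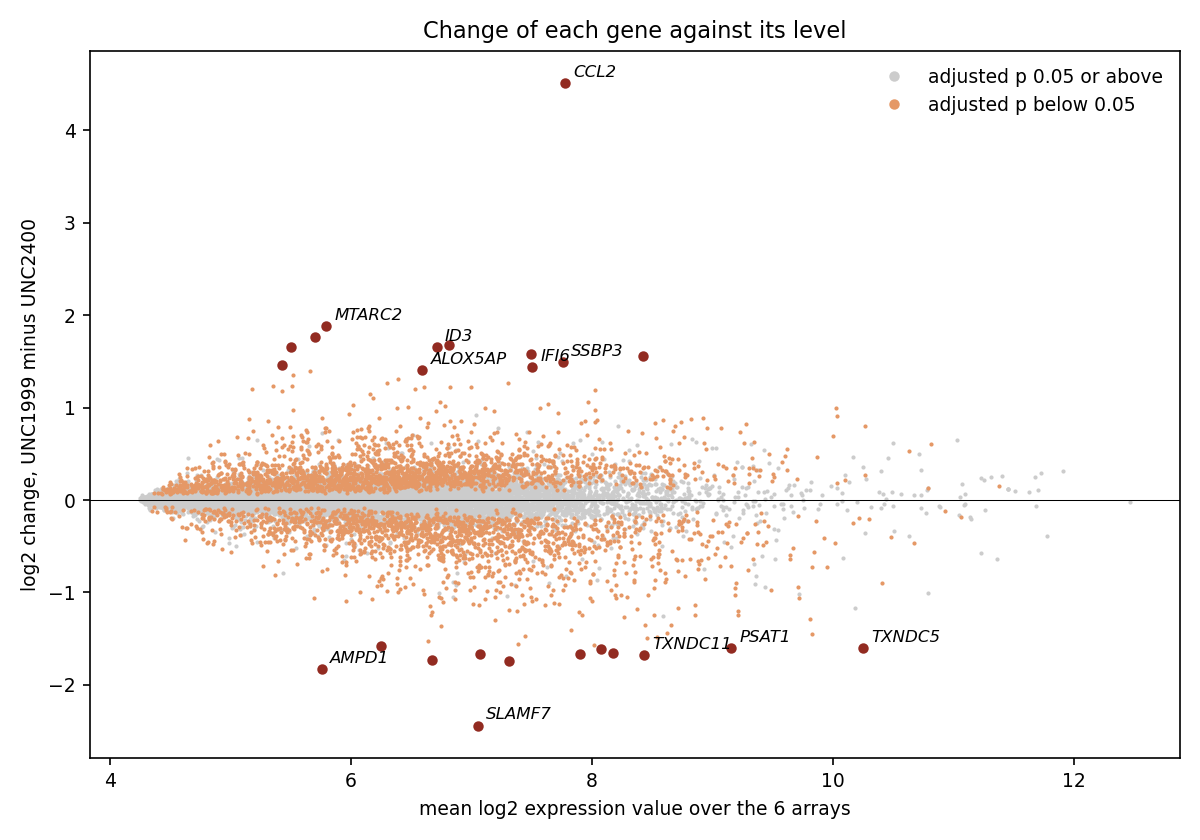
Log2 change of each of 21921 genes (UNC1999 minus UNC2400, vertical axis) against its mean log2 value over the 6 arrays (horizontal axis), with genes past an adjusted p of 0.05 in orange and the 12 largest rises and 12 largest falls as dark points. CCL2 stands alone at 4.51 and SLAMF7 lies lowest at -2.44.

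All 4 MM-associated genes that the study names as lowered fell. IRF4, a transcription factor that myeloma cells depend on, went from 10.46 ± 0.09 with UNC2400 to 9.17 ± 0.13 with UNC1999 (SD, n = 3 each), a 2.43-fold difference (limma, adjusted p = 0.00122). MYC was 2.27-fold lower (8.97 ± 0.08 against 7.79 ± 0.10, adjusted p = 0.00104 in limma). XBP1, a transcription factor of the secretory programme, was 2.55-fold lower and PRDM1, which encodes BLIMP-1, 1.73-fold lower (adjusted p = 0.00546 and 0.00464). The study chose these genes on the same samples, so their count (4 of 4 lower, also when adjusted over the list alone) is not independent evidence of a direction. Camera gave the list an adjusted p of 5.94e-06, and the adjusted p = 0.246 with an estimated correlation.

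ID2 and ID3, inhibitors of helix-loop-helix transcription factors, and the stem cell factor SOX2 rose, also as the study names them. ID2 went from 5.74 ± 0.03 with UNC2400 to 7.05 ± 0.09 with UNC1999 (SD, n = 3 each), a 2.48-fold difference (limma, adjusted p = 0.000576), ID3 was 3.14-fold higher (adjusted p = 0.00327) and SOX2 2-fold higher (adjusted p = 0.00254). GATA2, a Polycomb target that the study used as a control in chromatin assays, was at 5.56 in both groups (95% interval of the log2 difference -0.06 to 0.07, adjusted p = 0.942). These 4 genes were likewise picked by the study, and 3 of them were higher over all clusters and when adjusted over the list alone (camera adjusted p = 0.00365, and adjusted p = 0.246 with an estimated correlation).

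EZH2 itself was not lower with UNC1999. Its log2 value was 8.04 ± 0.10 with UNC1999 and 7.85 ± 0.05 with UNC2400 (SD, n = 3 each), higher in 3 of 3 pairs, with a 95% interval of the difference from 0.06 to 0.33 that did not pass after adjustment over all clusters (limma, adjusted p = 0.099). EZH1, the paralogous catalytic subunit, was at 6.9 in both groups (interval -0.13 to 0.13, adjusted p = 0.995). Of 12 PRC2 subunits and accessory factors, PHF19, a Polycomb-like protein, rose 1.42-fold (adjusted p = 0.0024), none fell and 11 did not pass. Adjusted over the list alone, 5 were higher, EZH2 among them (limma, adjusted p = 0.0405), and 1 was lower. Camera did not call the list (adjusted p = 0.246), while fry, which tests whether its genes move one way on balance, gave an adjusted p of 0.0458. Among 17 PRC1 subunits and H3K27 demethylases, 4 rose and 1 fell (5 and 2 adjusted over the list alone, camera adjusted p = 0.885). Listed genes on shared clusters are not in these counts. The cluster annotated with BMI1 and COMMD3-BMI1 rose by 0.76 on the log2 scale (limma, adjusted p = 0.00234). That of PHC2 and MIR3605 rose by 0.19 (limma, adjusted p = 0.0205). These shared clusters were not followed with arrays left out. PHC1 was 1.18-fold higher and PHC3, its paralogue in the same complex, 1.28-fold lower. RING1, PCGF2 and PCGF1 were 1.14-fold, 1.19-fold and 1.13-fold higher, calls lost with 1 array left out (adjusted p up to 0.0549, 0.104 and 0.107).

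**Figure D2:**
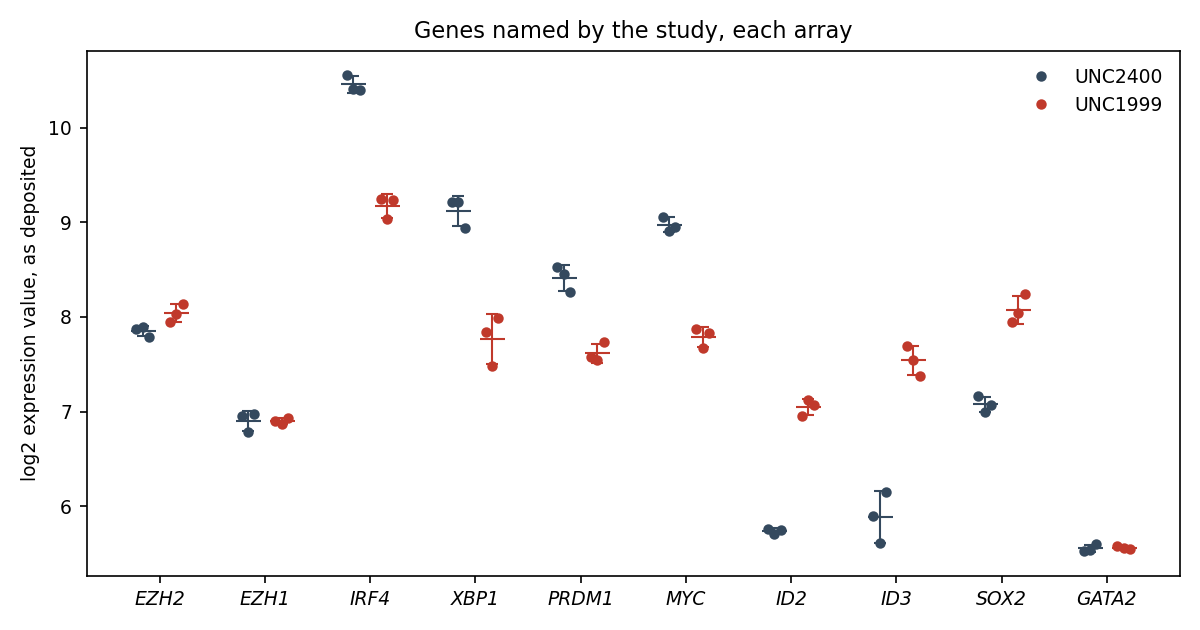
Log2 value of the 10 genes the study names, on each array (points), with the mean and SD of 3 arrays per group as bars (UNC2400 dark, UNC1999 red). IRF4, XBP1, PRDM1 and MYC lie lower and ID2, ID3 and SOX2 higher with UNC1999 on every array, whereas EZH1 and GATA2 overlap.

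Plasma cell identity and surface genes fell. Of 23 measured members, 15 were lower, 1 was higher and 7 did not pass, with the same counts when adjusted over the list alone, and the median log2 change was -0.73 (camera adjusted p = 2.61e-13, and adjusted p = 0.246 with an estimated correlation). Besides SLAMF7 and TXNDC5, TNFRSF17, the B cell maturation antigen, was 2.07-fold lower and TENT5C, a poly(A) polymerase mutated in myeloma, 2.03-fold lower. CD38, a surface ectoenzyme of plasma cells, went the other way, from 4.85 ± 0.06 with UNC2400 to 6.20 ± 0.49 with UNC1999 (SD, n = 3 each), a 2.55-fold rise from a level close to the array median (limma, adjusted p = 0.0244, and up to 0.0861 with 1 array left out). Parts of this list were known from the gene table of the study beforehand, and IRF4, XBP1 and PRDM1 are in it.

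Genes of germinal centre and mature B cells lay slightly higher. Of 22 measured, 6 rose, 1 fell and 15 did not pass (7 and 1 adjusted over the list alone), with a median of 0.05 (camera adjusted p = 0.0189, and adjusted p = 0.291 with an estimated correlation). MYBL1 was 1.5-fold, the tetraspanin CD37 1.61-fold, and the kinases SYK and LYN 1.32-fold and 1.27-fold higher. BCL6, the germinal centre repressor, was 1.4-fold lower (adjusted p = 0.0425, and up to 0.145 with 1 array left out). The call of the list was lost without UNC1999 replicate 3 (adjusted p = 0.0614) and with dim clusters left out (adjusted p = 0.0959).

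Endoplasmic reticulum chaperones and genes of the unfolded protein response fell, with 22 of 32 lower, 2 higher and 8 not passing (23 and 3 adjusted over the list alone). The median was -0.39 (camera adjusted p = 7.02e-15, and adjusted p = 0.246 with an estimated correlation). SEC24D, a coat protein of vesicles that leave the endoplasmic reticulum, was 2.88-fold lower and SEC31A, another such coat protein, 1.45-fold lower, beside CREB3L2, a transcription factor of the secretory pathway, and EDEM1, which takes part in the degradation of misfolded proteins. WFS1 was 1.17-fold higher and CRELD2 1.07-fold higher (adjusted p = 0.00681 and 0.0305, the second up to 0.093 with 1 array left out).

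Targets of ATF4, the transcription factor of the integrated stress response, fell in 22 of 28 cases, with none higher and 6 not passing (22 lower and 1 higher adjusted over the list alone). The median was -0.59 (camera adjusted p = 3.93e-17, and adjusted p = 0.246 with an estimated correlation). SLC7A5, the light chain of a leucine transporter, was 2.73-fold lower, CBS, an enzyme of cysteine synthesis, 1.49-fold and PSPH, the last enzyme of serine synthesis, 1.42-fold. Cytosolic aminoacyl-tRNA synthetases, which load tRNAs with amino acids, were lower in 11 of 15 cases with none higher and 4 not passing (14 lower adjusted over the list alone). Their median was -0.5 (camera adjusted p = 6.59e-11, and adjusted p = 0.246 with an estimated correlation), with YARS1 1.82-fold, AARS1 1.69-fold, CARS1 1.66-fold and IARS1 1.61-fold lower. For both lists some members had been read in the gene table of the study before, so their direction is not independent of it.

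Glycolysis and hypoxia genes were lower in 13 of 27 cases and higher in 1, with 13 not passing (16 and 3 adjusted over the list alone). The median was -0.18 (camera adjusted p = 1.5e-07, and adjusted p = 0.283 with an estimated correlation). PDK1, a kinase that inhibits pyruvate dehydrogenase, was 2.19-fold lower, and the glycolytic kinase PGK1 and the angiogenic factor VEGFA 1.64-fold lower each, whereas TPI1 was 1.13-fold higher (adjusted p = 0.0222, and up to 0.0778 with 1 array left out). Cholesterol synthesis genes were lower in 8 of 20 cases and higher in 1, with 11 not passing (9 and 1 adjusted over the list alone), and a median of -0.2 (camera adjusted p = 0.000163, and adjusted p = 0.517 with an estimated correlation). INSIG1, a sterol-responsive regulator, was 2.08-fold, DHCR7 1.81-fold, STARD4 1.25-fold and SC5D 1.32-fold lower (SC5D with an adjusted p up to 0.052 with 1 array left out), and TM7SF2 was 1.26-fold higher. Fatty acid synthesis genes were lower in 6 of 15 cases and higher in 1, with 8 not passing (9 and 2 adjusted over the list alone), and a median of -0.21 (camera adjusted p = 2.02e-05, and adjusted p = 0.246 with an estimated correlation). The desaturases SCD and FADS2 were 2.09-fold and 1.56-fold lower and the carboxylase ACACA 1.48-fold lower, whereas ELOVL6 was 1.17-fold higher (adjusted p = 0.0398, and up to 0.128 with 1 array left out). INSIG1 belongs to both lipid lists.

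Mitotic genes rose. Of 40 measured G2/M genes, 25 were higher, none was lower and 15 did not pass (33 higher adjusted over the list alone), and the median was 0.32 (camera adjusted p = 5.14e-13, and adjusted p = 0.246 with an estimated correlation). CENPF, a kinetochore protein, was 1.78-fold, HMGB2 1.53-fold, CDCA8, a subunit of the chromosomal passenger complex, 1.49-fold and TACC3 1.41-fold higher. G1/S and replication genes were higher in 10 of 33 cases, with none lower and 23 not passing (14 higher and 1 lower adjusted over the list alone), and a median of 0.14 (camera adjusted p = 0.000823, and adjusted p = 0.742 with an estimated correlation). UHRF1, which maintains DNA methylation, was 1.66-fold higher, and the helicase subunits MCM5, MCM7 and MCM4 were 1.39-fold, 1.3-fold and 1.27-fold higher. Some members of both lists had been read in the gene table of the study. Of 20 cyclin-dependent kinase inhibitors and p53 targets, 4 rose and 4 fell (7 and 5 adjusted over the list alone, camera adjusted p = 0.918). CDKN2C and CDKN1B were 1.5-fold and 1.14-fold higher, and MDM2 and TP53INP1, both p53 targets, 1.63-fold and 1.38-fold lower. GADD45B and CDKN2B were 1.57-fold and 1.13-fold higher, calls lost with 1 array left out (adjusted p up to 0.087 and 0.111). Replication-dependent histone genes had 2 of 11 members higher and none lower (2 higher adjusted over the list alone, median 0.07, camera adjusted p = 0.599), namely H2AC6 (1.25-fold) and H2BC5 (1.16-fold, adjusted p up to 0.139 with 1 array left out). Without UNC1999 replicate 3 the list passed, with a median of 0.19 (adjusted p = 0.014).

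Interferon-stimulated genes were higher in 17 of 42 cases and lower in 2, with 23 not passing (25 and 2 adjusted over the list alone). The median was 0.12 (camera adjusted p = 1.22e-05, and adjusted p = 0.357 with an estimated correlation), and members of this list too had been read in the gene table. Besides IFI6, the guanylate-binding protein gene GBP4 was 2.64-fold, SP110 1.96-fold and IFIT5 1.29-fold higher, while GBP2, a relative of GBP4, was 1.76-fold and BST2 1.19-fold lower (adjusted p = 0.000954 and 0.0147, that of BST2 up to 0.0664 with 1 array left out). MHC class I genes went both ways (3 of 14 higher and 3 lower, 5 and 5 adjusted over the list alone, camera adjusted p = 0.599), with the transactivator NLRC5 1.32-fold and the peptide transporter subunit TAP2 1.18-fold lower. B2M was 1.09-fold lower and HLA-C and HLA-B 1.13-fold and 1.16-fold higher, calls lost with 1 array left out (adjusted p up to 0.12, 0.0664 and 0.102). Of 12 MHC class II genes HLA-DOB was lower (1.26-fold, adjusted p up to 0.132 with 1 array left out; 1 lower adjusted over the list alone, camera adjusted p = 0.927). Lysosome genes were higher in 9 of 24 cases and lower in 1, with 14 not passing (12 and 2 adjusted over the list alone), and a median of 0.14 (camera adjusted p = 0.000226, and adjusted p = 0.374 with an estimated correlation). CTSA and CTSZ, lysosomal proteases, were 1.49-fold and 1.34-fold higher and the proton pump subunit ATP6V0D1 and the sialidase NEU1 1.47-fold and 1.44-fold higher, whereas the cholesterol transporter NPC1 was 1.25-fold lower (adjusted p = 0.0344, and up to 0.126 with 1 array left out).

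Most developmental transcription factors, textbook targets of Polycomb repression, did not pass and were dim, with a median level of 5.14 over the 6 arrays. Of 90 measured, 4 rose, none fell and 86 did not pass (3 higher adjusted over the list alone). SOX9 was 1.91-fold higher beside SOX2, ZIC2 1.18-fold and HOXB7 1.09-fold, and the last 3 lost their call with 1 array left out (adjusted p up to 0.0577 for SOX9, 0.0734 for ZIC2 and 0.112 for HOXB7). The median change was 0.04 (camera adjusted p = 0.00949, and adjusted p = 0.968 with an estimated correlation), and the call of the list was lost without UNC1999 replicate 1 (adjusted p = 0.0527) and without UNC2400 replicate 1 (adjusted p = 0.0552). Of 14 ID, BMP and TGF-beta response genes, 8 rose, 1 fell and 5 did not pass (8 and 2 adjusted over the list alone), with a median of 0.16 (camera adjusted p = 0.0189, and adjusted p = 0.357 with an estimated correlation). The receptors TGFBR1 and BMPR1A were 1.18-fold and 1.19-fold higher and TGFBR2 1.9-fold lower. This list, which holds ID2 and ID3, lost its call without UNC1999 replicate 3 (adjusted p = 0.0898) and with dim clusters left out (adjusted p = 0.0774).

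**Figure D3:**
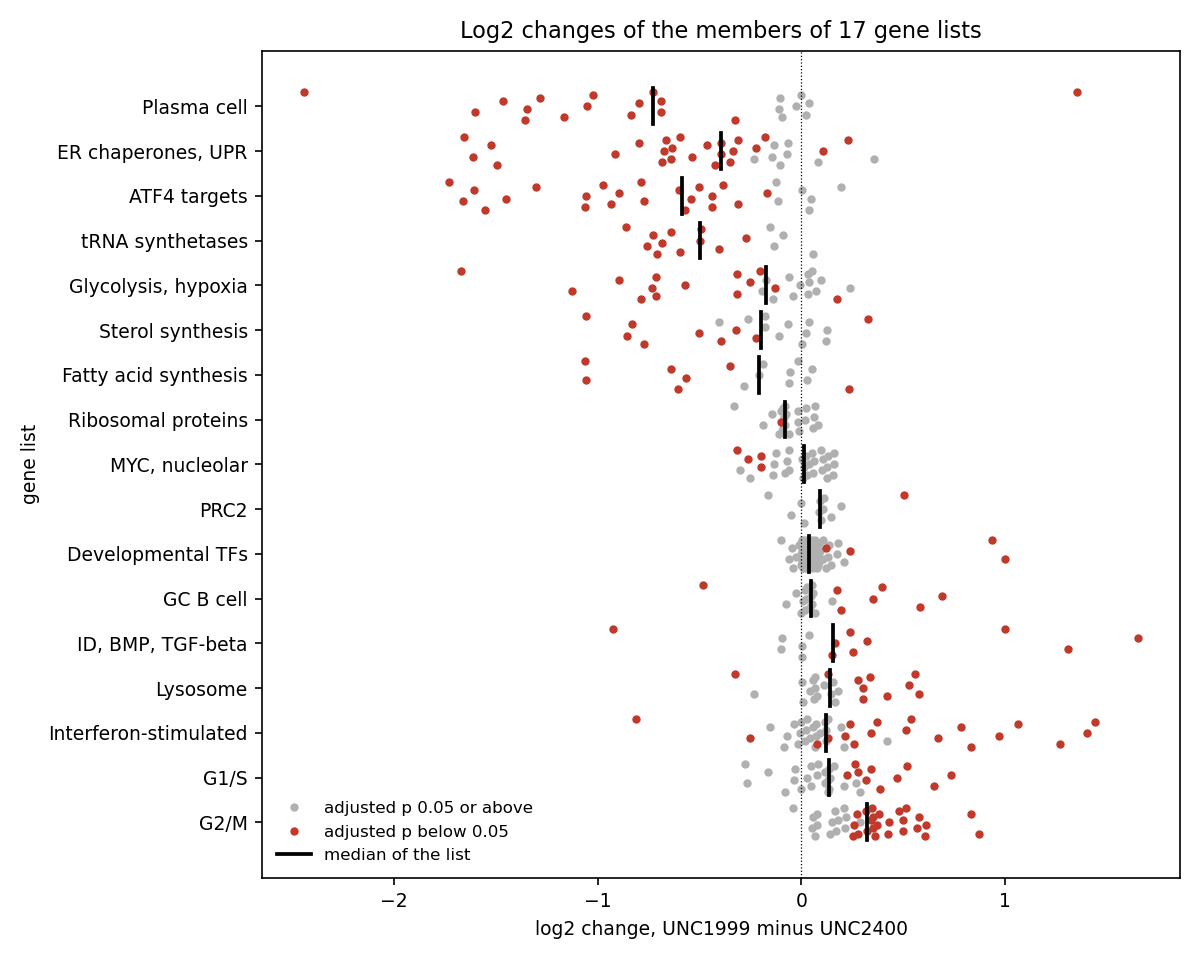
Log2 change (UNC1999 minus UNC2400, horizontal axis) of each measured member of 17 gene lists (rows), in red where the adjusted p is below 0.05, with the median of each list as a black bar. Medians run from -0.73 for plasma cell genes to 0.32 for G2/M genes, and the median of the nucleolar list lies at 0.01.

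Nucleolar and ribosome biogenesis genes that respond to MYC did not pass as a list, whereas MYC fell. Of 31 measured, 4 were lower, none was higher and 27 did not pass (6 lower and 1 higher adjusted over the list alone), and the median was 0.01, while the mean was -0.02 (camera adjusted p = 0.471). LDHA, a glycolytic enzyme, was 1.25-fold lower and POLR1B, WDR12 and NOLC1 between 1.15-fold and 1.2-fold lower, and all 4 calls were lost with 1 array left out (adjusted p up to 0.0802 for LDHA and 0.15 for NOLC1). Listed nucleolar genes on shared clusters are outside these counts. The cluster annotated with GNL3 and SNORD19B was lower (log2 change -0.42, limma, adjusted p = 0.00969). Those of NOP56, WDR74, DKC1 and PPAN did not pass (limma, adjusted p from 0.221 to 0.593). Of 24 cytosolic ribosomal protein genes, RPS6 was 1.07-fold lower (adjusted p = 0.0408, and up to 0.13 with 1 array left out) and 23 did not pass, with none past the threshold adjusted over the list alone. Their median was -0.08 (camera adjusted p = 0.00474, and adjusted p = 0.555 with an estimated correlation), a call lost with quantile normalization (adjusted p = 0.181) and without UNC2400 replicate 1 (adjusted p = 0.0522). Outside these counts, the shared clusters of RPL5 and RPS13 were lower (log2 change -0.24 and -0.27, limma, adjusted p = 0.0104 and 0.029). Those of RPLP2, RPL3, RPL4, RPL13 and RPS2 did not pass. None of these shared clusters was followed with arrays left out. Genes of oxidative phosphorylation had 1 of 28 members higher and 1 lower (0 and 1 adjusted over the list alone, camera adjusted p = 0.583), COX4I1 1.12-fold higher and UQCRC2 1.17-fold lower, and both calls were lost with 1 array left out (adjusted p up to 0.136 and 0.0723).

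Lists of survival signalling went both ways. Of 30 BCL2 family, caspase and death receptor genes, 5 rose, 7 fell and 18 did not pass (5 and 8 adjusted over the list alone, median 0.03, camera adjusted p = 0.906 with a downward direction). The death ligand TNFSF10 and BCL2L11, which encodes the proapoptotic protein BIM, were 1.48-fold and 1.44-fold higher, whereas the death receptors TNFRSF10B and TNFRSF10A were 1.17-fold and 1.14-fold lower, the caspase 8 inhibitor CFLAR 1.3-fold lower and the survival gene BCL2 1.23-fold lower. The calls of these 4 lower genes were lost with 1 array left out (adjusted p up to 0.0534, 0.0931, 0.0631 and 0.0832). IL-6 and STAT3 response genes, examined because INA-6 cells grow with interleukin 6, were higher in 4 of 21 cases and lower in 3 (6 and 4 adjusted over the list alone, camera adjusted p = 0.885). MUC1 was 1.26-fold higher and PIM2, a survival kinase, 1.92-fold lower. FOS, TIMP1 and the survival gene BCL2L1 were 1.41-fold, 1.38-fold and 1.15-fold higher and IL6R 1.29-fold lower, calls lost with 1 array left out (adjusted p up to 0.0531, 0.0516, 0.0727 and 0.0704). NF-kappaB response genes were higher in 2 of 23 cases and lower in 3 (4 and 3 adjusted over the list alone, camera adjusted p = 0.973), with the adhesion molecule ICAM1 1.63-fold lower. NFKBIA and IL2RG were 1.65-fold and 1.17-fold higher and NFKB2 1.14-fold lower, calls lost with 1 array left out (adjusted p up to 0.103, 0.0724 and 0.117). Of 5 microRNA host transcripts, MCM7 was higher and MIR99AHG, close to the array median, 1.15-fold lower (1 and 1 adjusted over the list alone, camera adjusted p = 0.906). The shared cluster of MIR17HG did not pass (log2 change -0.07, limma, adjusted p = 0.435). The study reports mature microRNAs of that host as lower. The shared cluster of DLEU2 was higher (log2 change 0.18, limma, adjusted p = 0.0457), and those of MIR155HG, MIR22HG and MIRLET7BHG did not pass.

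Markers of other cell types gave no sign of a shift as lists. They were dim, with median levels from 4.84 for the myeloid list to 5.43 for the red cell and platelet list. Small shifts could be missed at such levels. Among 17 T and NK cell markers CD3E was 1.24-fold higher, among 16 myeloid markers CD68 1.25-fold and among 13 stromal and epithelial markers KRT18 1.35-fold, with none lower and the same counts adjusted over each list alone. The calls of CD68 and KRT18 were lost with 1 array left out (adjusted p up to 0.106 and 0.0743). None of 10 red cell and platelet markers passed, over all clusters or over the list alone. Camera adjusted p for these 4 lists lay between 0.346 and 0.885. Genes often used as constant references moved both ways, with 3 of 13 higher and 2 lower (4 and 4 adjusted over the list alone, camera adjusted p = 0.599). ACTB and POLR2A were 1.28-fold and 1.39-fold higher and PGK1 1.64-fold and B2M 1.09-fold lower.

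Camera with a preset correlation of 0.01 called 17 of the 34 lists, 8 higher and 9 lower. None of these calls held with an estimated correlation between genes. Fry, which asks whether the genes of a list move one way on balance and does not compare them with other genes, called 8 lists in each direction. Its adjusted p was 0.000604 for the plasma cell list and 0.00147 for the endoplasmic reticulum, ATF4 and G2/M lists. It did not call the developmental factor list (adjusted p = 0.127) or the ribosomal protein list (adjusted p = 0.222).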

Values the study reported

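The study reported 530 differentially regulated mRNAs in INA-6 cells after 5 days with 1 μM of UNC1999, at a P-value of at most 0.02 and a fold change of 1.5. It counted 344 of them as lower and 186 as higher with UNC1999. By quantitative PCR it reported lower mRNA of EZH2, c-MYC, BLIMP-1, XBP-1 and IRF-4 in myeloma cell lines, and by Western blot lower protein of each. It also described reduced viability of myeloma cell lines after 5 days with UNC1999, and caspase activity that rose over time in INA-6 cells. Its text names DMSO as the control treatment.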

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

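Cyclic loess and the counts limited to clusters with any gene symbol were chosen after seeing the data. With 1 array left out, the clusters past an adjusted p of 0.05 numbered from 2914 to 6513, the higher ones from 1486 to 3657 and the lower ones from 1428 to 2856. All 6 of these fits have fewer arrays and the count of all clusters rose in 1 of them, so that fewer arrays alone do not account for the range. The array left out there, UNC1999 replicate 3, had the lowest array weight (0.57) and the largest SD of deviations from its group mean (0.074). With array weights 7569 clusters passed. The cause of the range was not tested. An adjusted p of 0.01 left 2333 (1115 higher, 1218 lower). At the thresholds of the study, testing only clusters with 1 symbol left 545 (211 higher, 334 lower), a fold of 2 left 237 (110 and 127), clusters with any symbol were 599 (247 and 352), and 512 of these (182 and 330) had an adjusted p of at most 0.02. The counts at other thresholds or on named clusters are lower by construction. The share of higher clusters among those past the adjusted p was 53.2% and ran from 45.4% without UNC2400 replicate 2 to 57.8% with clusters of 1 symbol, and was 46.8% with cyclic loess, so which direction held more clusters depended on the processing; the cause was not tested. Camera with an estimated correlation called 0 lists higher and 0 lower. It was not tried on simulated lists, so this does not show that no list shifted, and the cause was not tested. Deviations of equally numbered arrays from their group means correlated by 0.06, 0.08 and -0.01, and 4 of 6 arrays correlated best with their own number. With the number as a block, 4262 clusters passed, 2162 higher and 2100 lower, beside 3273 higher and 2881 lower without it. It ended the calls of 21 of the 153 called genes, named by the rule or the text, that were recomputed under the alternatives. Over all alternatives, 51 of these 153 lost their call at least once and none changed sign. The 7 called genes among those the study names kept their direction and call throughout, and EZH2, EZH1 and GATA2 did not pass an adjusted p of 0.05 over all clusters in any alternative. The histone list passed without UNC1999 replicate 3 (median 0.19, adjusted p = 0.014), and the cause was not tested. Dim signal near the background limits the size of folds.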

Other observations

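The gene groups of this and the next paragraph, and the genes named in them, were chosen after their values were seen. Of 25 measured members of a list of heat shock proteins and cochaperones, most of them cytosolic, 8 rose, none fell and 17 did not pass. HSPA1A, an inducible HSP70 with a near-identical copy that can share its signal, rose by 1.19 on the log2 scale (adjusted p = 0.00469), HSPH1 by 0.99, DNAJA1 by 0.66, DNAJB1 by 0.61 and HSPA2 by 0.39, whereas HSPA5, the HSP70 of the endoplasmic reticulum, fell by 0.46. All of the 8 calls but those of HSPA1A and HSPA2 were lost with some array left out, and that of DNAJB1 went to an adjusted p of 0.0814. The list median was 0.08 (camera adjusted p = 0.0165 over the lists chosen after the fact, adjusted p = 0.552 with an estimated correlation, and adjusted p = 0.0511 with fry). Among the aminoacyl-tRNA synthetases, 4 genes stood outside their list because the array gives older symbols that fit several current genes. SARS, GARS and MARS were 1.78-fold, 1.93-fold and 1.74-fold lower (adjusted p = 0.00739, 0.00315 and 0.0025) and QARS did not pass (log2 change 0.17, adjusted p = 0.129).

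Of 150 V segment genes, 11 were lower, none was higher and 139 did not pass, with a median of -0.03 (camera adjusted p = 1.58e-05, adjusted p = 0.552 with an estimated correlation, and adjusted p = 0.228 with fry). The 11 were 10 immunoglobulin light chain segments and the T cell receptor segment TRGV3. Of 5 of them followed with arrays left out, TRGV3 and IGLV3-1 lost their call (adjusted p up to 0.0945 and 0.128). IGKV4-1 fell by 0.91 and IGHA1, the constant region of IgA heavy chains, fell by 0.90 (adjusted p = 0.00361). A cell line of 1 clone does not use many segments, and probes of near-identical segments can share signal, so these clusters are not separate measurements. Of 911 pseudogenes, 97 were higher and 20 lower (camera adjusted p = 0.00498, adjusted p = 0.552 with an estimated correlation, and adjusted p = 0.0511 with fry). Transcribed pseudogenes, annotated as a separate class, went the other way without passing. Of 675 of them, 19 were higher and 31 lower (camera adjusted p = 0.248). Of 238 small nucleolar RNAs, 7 were higher and 19 lower (camera adjusted p = 0.000165, adjusted p = 0.613 with an estimated correlation, and adjusted p = 0.57 with fry), but at a fold of at least 1.5 these were 6 higher and 5 lower. Camera did not call long noncoding RNAs (18 higher and 37 lower of 1357, adjusted p = 0.259). Nor did it call microRNA genes (18 higher and 16 lower of 1013, adjusted p = 0.171).

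At the thresholds of the study, 1072 clusters passed here, 453 higher and 619 lower. These counts are higher than those quoted from the study above. They include clusters with no gene symbol, and clusters with exactly 1 symbol numbered 542, of which 210 were higher and 332 lower. With any symbol, the same fold and an adjusted p of at most 0.02, a count chosen after seeing the data, there were 512, 182 higher and 330 lower. The text of the study names DMSO as the control, whereas the labels name UNC2400. Rows set against the gene table of the study matched in value, so both counts appear to rest on the same arrays. The name of the control would then not account for the difference in counts, whose source was not tested.

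The 6 arrays can be split into 3 and 3 in 10 ways, too few for a share below 0.05. The real split gave 6154 clusters at the adjusted threshold and the highest of the other splits 0, and at the thresholds of the study the numbers were 1072 and 4. For the lists past an adjusted p of 0.05 in camera they were 17 and 13. In each case 1 of the 10 splits, the real one, gave a result as large. The other splits mix the groups unevenly and keep part of the difference between the compounds, so that their lists (7 to 13) can reflect that difference, genes that vary together, or both. In the cluster counts the same difference widens the spread within each mixed group. Low cluster counts in those splits were therefore likely beforehand and do not measure what chance alone would give.

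For the patterns below, the tests of the level of the G2/M genes, of dividing cells in general, of a dim EZH2 signal and of scaling to ACTB were chosen after the result they measure was seen. Camera with a preset correlation called the G2/M and G1/S lists higher, calls lost with an estimated correlation (adjusted p = 0.246 and 0.742). For the G2/M list, normalization that lifts genes of that brightness is argued against by the median, at percentile 100 among 10000 lists matched on level. A single array is argued against by a G2/M median of at least 0.28 with any array left out. The G1/S list was not put to these 2 tests. Its percentile was 99.7 and its lowest median with 1 array left out 0.1. A larger share of dividing cells of every phase stays open, since the G2/M median exceeded the G1/S median by 0.18 and both medians were above 0. A change in the cell cycle with EZH2 inhibition also stays open and was not tested here by any measure of the cells themselves. The study reports reduced viability and more caspase activity in INA-6 cells with UNC1999. The higher transcripts of these lists therefore do not show that the cultures grew faster.

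EZH2 was not lower with UNC1999, whereas the study describes lower EZH2 mRNA by PCR. It also reports lower EZH2 protein by Western blot, which these arrays do not measure. A dim EZH2 signal on the arrays is argued against by its level, at percentile 96.3 of all clusters. A single array is argued against by a change of at least 0.14 with any array left out. Actin was the reference of the PCR assays, and ACTB was 1.28-fold higher on these arrays. EZH2 less ACTB was -0.21, -0.28 and 0.02 in the 3 pairs, a mean of -0.16 (exact permutation test, two-sided p = 0.2, where 3 against 3 arrays allow no p below 0.1). The choice of reference could account for part of the disparity and cannot be told apart from other differences between the assays. The control is a possible one, if the PCR used DMSO as the study says.

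MYC fell while the nucleolar genes did not pass as a list. An array that registers no falls at their brightness is argued against by the 18% of 4047 other genes that fell at the levels between the quartiles of the list (6.59 to 8.23). At those levels 2 of 15 nucleolar genes fell (12.9% over the whole list). A single array is argued against by 2 values with any array left out. The change of MYC was -1.12 or lower and the list median lay between -0.01 and 0.03. No test here addressed why the nucleolar list did not pass while MYC fell. MYC protein was not measured on these arrays, but the study reports it lowered by Western blot in the myeloma lines it tested.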
